# Phthalate Exposure During the Prenatal and Lactational Period Increases the Susceptibility to Rheumatoid Arthritis in Mice

**DOI:** 10.3389/fimmu.2020.00550

**Published:** 2020-04-03

**Authors:** Elena Elter, Marita Wagner, Lisa Buchenauer, Mario Bauer, Tobias Polte

**Keywords:** perinatal exposure, rheumatoid arthritis, phthalates, early programming, autoimmune disease

## Abstract

The prenatal and early postnatal period is highly sensitive to environmental exposures that may interfere with the developmental programming of the immune system leading to an altered disease risk in later life. To clarify the role of early influences in activation or exacerbation of autoimmune diseases like rheumatoid arthritis (RA) we investigated the effect of maternal exposure during the prenatal and lactational period of DBA/1 mice to the plasticizer benzyl butyl phthalate (BBP) on the development of RA in the offspring. Using a mild collagen-induced arthritis (CIA) model, maternal BBP-exposure increased both the prevalence and the severity of RA in the progeny compared to un-exposed dams. Additionally, maternal BBP exposure led to elevated serum IgG_1_ and IgG_2a_ level in the offspring and increased the IFN-γ and IL-17 release from collagen-re-stimulated spleen cells. Transcriptome analysis of splenocytes isolated from 3-week-old pups before RA-induction revealed considerable changes in gene expression in the offspring from BBP-exposed dams. Among them were *regulator of G-protein signaling 1 (rgs1), interleukin-7 receptor (il-7r)* and *CXC chemokine 4 (cxcr4)*, all genes that have previously been described as associated with RA pathology. In summary, our results demonstrate that perinatal exposure to BBP increases the susceptibility of the offspring to RA, probably via a phthalate-induced disturbed regulation of RA-relevant genes or signaling pathways.

## Introduction

Environmental influences have been shown to play a crucial role in the development of various diseases like allergic asthma, cancer, or metabolic diseases (1, 2). External factors such as chemicals, pathogens or stress may act as drivers of the individual's risk to develop disease and as triggers of underlying genetic predispositions (3). Recent findings indicate that particularly the prenatal and early postnatal period appear critical to environmental exposures, probably interfering with the developmental programming of the immune system or the physiological endocrine and metabolic signaling and thereby altering the disease risk in later life (3). Although the etiology of autoimmune diseases like rheumatoid arthritis (RA) is still unclear, genetical, immunological, hormonal but also environmental factors are considered to be important triggers (1). It has been shown that e.g., infections, vaccines, drugs, or stress may affect the immune system and thus play a role in the development of autoimmune diseases. Also occupational and other chemical exposures such as smoking, alcohol consumption, or diet are discussed as triggers for autoimmunity (4). However, the role of environmental exposures to hormonally active chemicals like endocrine disruptors in activation or exacerbation of RA has not yet been clarified and only few data exist demonstrating such chemicals as triggers for autoimmune diseases (5). In the present study we focused on phthalates, namely n-benzyl butyl phthalate, a representative of a group of chemicals commonly used as plasticizers in large quantities worldwide. This chemical is present in a wide range of consumer products like food packaging and plastics (6, 7). Humans are exposed to phthalates mainly through ingestion or inhalation throughout their entire life starting already *in utero* (8, 9). Phthalates have been found to affect the reproductive system (10) and to be associated with obesity and an increased diabetes risk (11). Furthermore, there is also evidence that maternal phthalate exposure may modulate the immune system inducing allergy-promoting effects in children (12, 13). Interestingly, there is almost no information about the impact of phthalates on the development of RA (14). One reason for the limited number of epidemiological studies addressing the role of environmental or chemical exposures in RA development might be the relatively low prevalence and the high age of first manifestation compared to e.g., allergic diseases, where the influence of the environment is very well-documented (2). However, it seems very likely that exposures to environmental factors including chemicals may induce comparable effects regarding the initiation and maintenance of autoimmune diseases like RA.

## Materials and Methods

### Mice

Female and male DBA/1 mice (6–8 weeks of age) were obtained from the Elevage Janvier Laboratory (Le Genest St Isle, France). Mice were bred and maintained in the animal facility at the University of Leipzig (Germany) under conventional conditions with 23°C room temperature, 60% humidity, and 12 h day/night rhythm. Control and BBP-exposed dams and pups were housed in polyphenylsulfone (PPS) cages as described previously (13). All mice received phytoestrogen-free diet (C1000 from Altromin, Lage, Germany) and water *ad libitum* from custom-built glass bottles to avoid contamination with BBP. All animal experiments were performed according to institutional and state guidelines. The Committee on Animal Welfare of Saxony approved animal protocols used in this study (TVV39/11; 11/18).

### Exposure to BBP and Induction of Mild Collagen-Induced Arthritis

To investigate the impact of an exposure during the prenatal and weaning period on the development of RA in the offspring, we exposed pregnant mice to BBP (3 μg/ml) exclusively via drinking water starting 1 week before mating until weaning when pups were 3 weeks old (perinatal exposure, Figure 1A). Control dams received normal drinking water. Just before delivery pregnant mice were separated into single cages.

**Figure 1:**
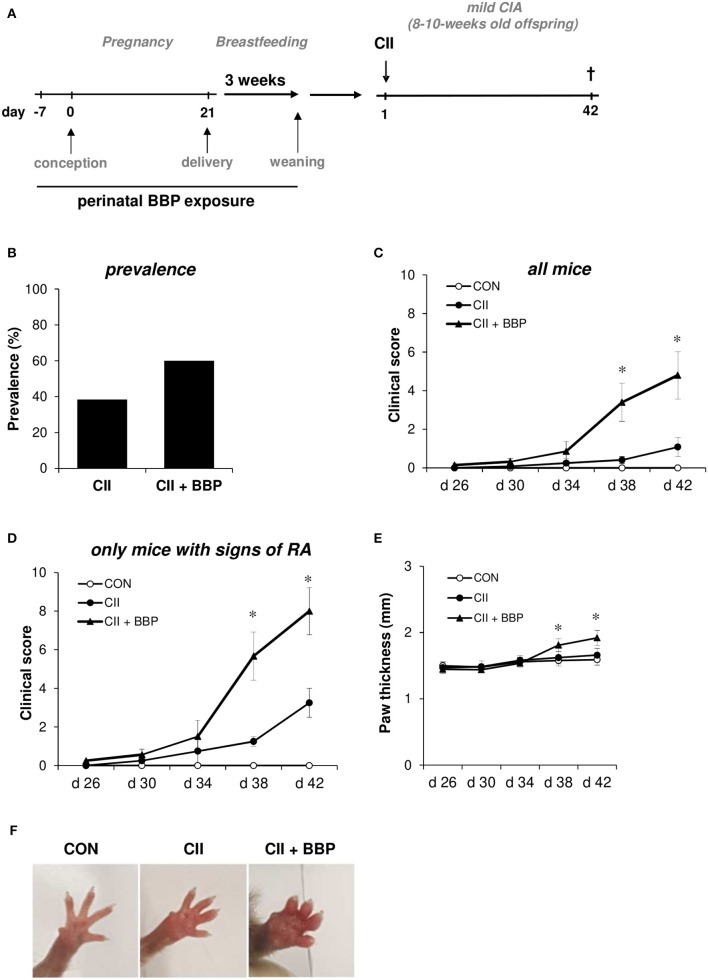
Perinatal exposure to BBP increases prevalence and the clinical of RA in the offspring. Dams were perinatally exposed to BBP and a mild collagen-induced Arthritis was induced in the offspring **(A)**. Effect of perinatal BBP exposure on RA prevalence **(B)**, on clinical severity scored on a scale of 1-4 for each paw of all mice **(C)** or only mice with signs of RA **(D)**, by measurement of paw thickness **(E)** and visualized by example pictures of affected hind limbs **(F)**. Data are expressed as mean ± SEM, *n* ≥ 13 animals per group; *p < 0.05, unpaired *t*-test.

Mild collagen-induced arthritis (CIA) was established in 8–10-week-old offspring from BBP-exposed or un-exposed dams (Figure 1A). Briefly, type II bovine collagen (bCII, EPC, Owensville, MO), solubilized in 0.05 N of acetic acid in sterile water at a concentration of 1 mg/mL was emulsified with an equal volume of complete Freund's adjuvant. Mice were immunized with 50 μl emulsion at the base of the tails on both sides (100 μl of emulsion total containing 50 μg bCII) on day 0. Control mice received the adjuvant without collagen. All mice were sacrificed on day 42. The development of arthritis was assessed three times weekly by two blinded observers. The clinical severity of arthritis in each paw was quantified according to a graded scale from 0 to 4, as follows: 0, no swelling; 1, swelling in one digit or mild oedema; 2, moderate swelling affecting several digits; 3, severe swelling affecting most digits; and 4, the most severe swelling and/or ankylosis. A total arthritis score per mouse was determined by summarizing the scores of all four extremities. Furthermore, paw swelling was assessed by measuring the thickness of the affected hind paws with 0–10 mm calipers.

### Measurement of IgG Antibodies and Cytokines

Serum anti-CII IgG_1_ and IgG_2a_ antibody levels were measured by sandwich ELISA on day 42 after immunization comparable to ELISA protocol described previously (15). To evaluate cytokine release splenocytes were re-stimulated with CII for 3 days. Cytokines were measured in supernatants using DuoSet® ELISA kits (R&D Systems, Minneapolis, USA) according to the manufacturer's instructions.

### RNA Extraction and Microarray Analysis

Total RNA was extracted from splenocytes from 3-week-old offspring by using RNeasy Mini Kit (Qiagen, Hilden, Germany) according to manufacturer's instructions. The mRNA transcription profiles of pooled samples (Supplementary Table 1) were determined by Clariom™ D assay for mouse (ThermoFisher Scientific, Schwerte, Germany). Microarray analysis was carried out by the Core Unit DNA-Technologies at the Medical Faculty of Leipzig University. Affymetrix GeneChip data representing ~214.000 transcripts were extracted from fluorescence intensities and were scaled in order to normalize data for interarray comparison using MAS 5.0 software according to the manufacturer's instructions (Affymetrix) (16).

### Bioinformatics Analysis

Annotation clustering was performed with DAVID bioinformatics resource 6.8 (17). For additional pathway analysis the KEGG Mapper was used (18). Principal component analysis (PCA) and heatmaps were created using SINGuLAR Analysis Tool (Fluidigm Corporation, CA).

### RT-PCR

For semi-quantitative PCR (qPCR), total RNA was prepared by using RNeasy Mini Kit (Qiagen, Hilden, Germany) according to manufacturer's instructions. The cDNA synthesis was carried out with 200 ng of RNA by using 5U RevertAid™ H Minus Reverse Transcriptase (Fisher Scientific, Schwerte, Germany), 20U Recombinant RNasin® Ribonuclease Inhibitor (Promega, Mannheim, Germany), 0.5 μl 28 μmol polyd(T)_12−18_ Primer (Carl Roth, Karlsruhe, Germany), 0.1 μg Random Hexamer Primer (Fisher Scientific), 0.2 μg dNTP-Set 1 (Carl Roth). Intron-spanning primers were designed using web-based Primer3 (19). The cycling program consisted of 95°C for 5 min, followed by 40 cycles of 95°C for 15 s and 60°C for 30 s and 72°C for 30 s on a LightCycler 480 (Roche Applied Science, Mannheim, Germany). The PCR mixture contained 1.25 mM MgCl_2_, 200 μM each dNTP, 0.24 μM of each primer (Supplementary Table 2), 1X Evagreen Dye (Biotrend, Köln, Germany) and 0.5 U of BIOTAQ DNA polymerase (Bioline, Luckenwalde, Germany). Gene expression values were determined by using the 2-ΔΔCT method (20) with *actb* and *rplp0* as reference genes and normalized to the lowest calculated value for each gene.

### Statistics

In mouse experiments Mann-Whitney and Wilcoxon signed-rank test were used to determine statistical differences between groups (GraphPad Prism 7.02, GraphPad Software, Inc.). Data were expressed as mean ± SEM and *P* values of < 0.05 were considered significant. Statistical significance of parametric distributed values was calculated with Student's *t*-test. Boxes in figures indicate the 25 and 75% percentile, whiskers the non-outlier range. Both sensitivity (proportion of positives that are correctly identified as such) and specificity (proportion of negatives that are correctly identified as such) as statistical measures of a binary classification test were calculated based on a cut-off or on clustering analysis. All *p* < 0.05 were considered to be significant. All statistical calculations were performed with Statistica for Windows version 10 (StatSoft Inc. Europe).

## Results

### Perinatal Exposure to BBP Increased the Prevalence and Severity of RA in the Offspring

To investigate the impact of maternal BBP exposure on the development of RA, dams were exposed to BBP during pregnancy and breastfeeding (perinatal). DBA/1/c mice received 3 μg/ml BBP via drinking water, a concentration shown to be relevant for the human exposure situation (13). In the offspring a mild RA was induced without further exposure to BBP (Figure 1A). Thirty eight percent of grown-up mice from un-exposed dams developed symptoms of RA, while the prevalence in the offspring from BBP-exposed dams was increased to 60% (Figure 1B). The increased prevalence seems to be primarily apparent in the female offspring (unexposed CII-treated mice: 33%, CII-treated mice from BBP-exposed dams: 66%), while the male offspring showed only a slight difference (CII: 50%, CII + BBP: 55%). However, the number of male pups in the un-exposed offspring was very limited (*n* = 4), which is why this finding has to be interpreted with caution. Consequently, we included the data of both sexes for all following RA parameters.

Perinatal BBP exposure significantly increased the clinical severity in the offspring quantified by the total arthritis score of all animals (Figure 1C). Considering only mice with signs of arthritis on the paws, the severity was still clearly enhanced in the offspring from BBP-exposed dams compared to mice from un-exposed dams (Figure 1D).

In addition, the paw thickness was elevated in the offspring from BBP-exposed dams (all mice, Figure 1E), also illustrated by photographic pictures of paws of the different groups on day 42 (Figure 1F). Furthermore, collagen-specific IgG_1_ and IgG_2a_ levels in serum were significantly enhanced in the offspring from BBP-exposed dams (Figures 2A,B).

**Figure 2:**
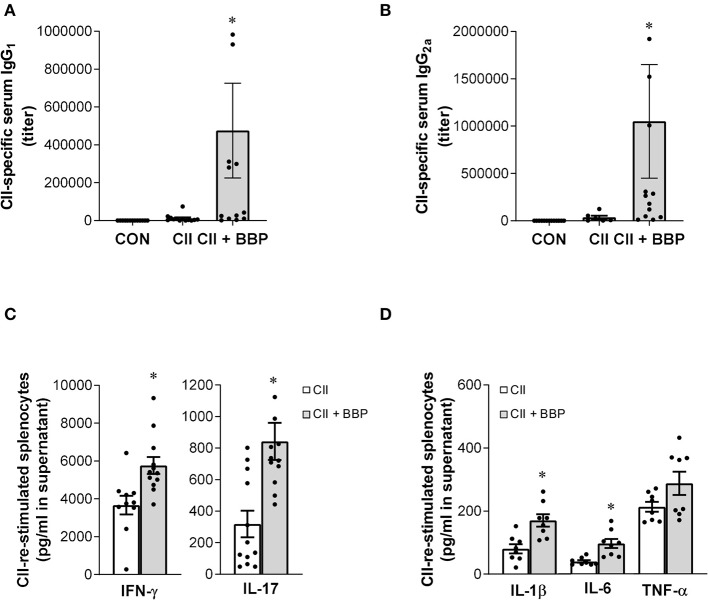
Perinatal exposure to BBP increases IgG antibody level, induces IFN-γ and IL-17 production and the release of pro-inflammatory cytokines in collagen-treated offspring. Effect of an exposure of CII-immunized DBA/1 mice to BBP on IgG_1_ **(A)** and IgG_2a_ antibody levels **(B)**, and on IFN-γ and IL-17 production **(C)** and the release of IL-1β, IL-6, and TNF-α in CII-re-stimulated splenocytes **(D)**. Data are expressed as mean ± SEM, *n* ≥ 13 **(A,B)** and *n* ≥ 8 **(C,D)** animals per group; *P < 0.5, unpaired *t*-test.

The evaluation of cytokine release demonstrated that the increased arthritis severity in the offspring from BBP-exposed dams was accompanied by an elevated production of IL-17 and IFN-γ (Figure 2C) as well as the inflammatory cytokines IL-1β and IL-6 in the supernatant of CII-restimulated splenocytes, while the effect on TNF-α production was not significant (Figure 2D).

### Perinatal Exposure to BBP Induced an Altered Expression of RA-Related Genes in the Offspring

To investigate the effect of maternal BBP exposure on gene expression in the offspring we first performed a transcriptome analysis using Clariom™ D microarray with pooled samples, stratified by sex, and verified expression level for top-ranked differentially expressed genes by RT-PCR at individual level. 

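The microarray comparison used 4 arrays, each hybridised with RNA pooled from splenocytes of 3-week-old offspring. The BBP pools held 4 male and 6 female animals whose dams drank water with 3 μg/ml BBP, and the control pools held 4 male and 12 female animals. With 1 array per sex and exposure there is no replicate within a sex, and this number of arrays limits the precision of every value. The authors extracted signal intensities with MAS 5.0 and scaled them between arrays; the deposited signals are linear, and the scaling target is not given in the sources used here. The table holds 65956 transcript clusters, of which 31267 carry 1 gene symbol, 1483 carry several and 33206 carry none. For each of the 30789 symbols 1 transcript cluster was kept, and the 10726 genes with a signal of at least 100 in at least 2 arrays were analysed, 7683 of them protein-coding.

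The median signal of these genes was 470.6 in the BBP male pool, 476.3 in the BBP female pool, 527.8 in the control male pool and 517.0 in the control female pool, against medians of 51.1 to 64.1 for the negative control features. The median over all genes of the log2 fold change (BBP/control) was -0.09 in females and -0.15 in males, and changes of gene groups are read against these medians. Protein-coding genes had quartiles of -0.25 and 0.11 in females and of -0.38 and 0.03 in males. More genes were thus below 0 than above it, most of all in males, which raises every count of lower genes in a list. Across genes, log2 signals of any 2 arrays correlated with a Pearson's r of 0.975 to 0.989, where genes are not independent replicates. The sex of the pools was visible in Xist, the RNA of the inactive X chromosome, with signals of 67277 and 79145 in the female pools and of 29.1 and 29.0 in the male pools. The Y-linked genes Kdm5d, Eif2s3y and Uty gave 264 to 732 in the male pools and 22.6 to 40.5 in the female pools.

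Folds were taken within each sex. In addition limma was fitted to log2 signals with exposure and sex as terms, so that the 2 BBP pools were compared with the 2 control pools. This fit has 1 residual degree of freedom, which is the difference of the exposure effect between the sexes. A fit without 1 of the pools holds 3 arrays and has no sex term, which would leave 0 residual degrees of freedom, so that sex and exposure are mixed in it. Gene lists, written after Table 1 had been read and before the array data were examined, were tested with camera on the same fit. The p values from camera use a preset correlation of 0.01 between genes unless stated. They measure the spread between genes and not that between pools or animals. With an estimated correlation camera has 1 residual degree of freedom, so hardly any list could pass. Within each sex the median of a list was also placed among 10000 random lists of the same size and signal.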

Gene expression was performed on isolated splenocytes of 3-weeks old pubs before induction of the RA phenotype by immunization with collagen. 

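In the splenocyte pools of both sexes, 129 genes were at least 2-fold higher and 58 were at least 2-fold lower after perinatal BBP exposure, and 0 were 2-fold in opposite directions. Of the lower genes 37 were protein-coding, among them Klf1, a transcription factor of erythroid cells, Ccr3, the eotaxin receptor of eosinophils, and Asns, the asparagine synthetase gene. The others were 17 pseudogenes and 4 small nucleolar RNA genes. Of the higher genes 9 were protein-coding, among them Tnfaip3, an inhibitor of NF-kB signaling, and Egr1, an immediate-early transcription factor. Another 107 were small nucleolar RNA genes, all within the Snhg14 host gene on chromosome 7, and 8 were microRNA genes, 4 were pseudogenes and 1 was a long noncoding RNA gene.

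Many of the small nucleolar RNA copies had identical signals on all 4 arrays, and the 107 genes stand for 31 distinct sets of signals. The region's genes had median signals of 106.9 in the control female and 178.3 in the control male pool. A set of 23 identical clusters on chromosome 7 had a mean control signal of 54.35, at the level of the negative controls. Genes could pass the signal minimum through the BBP pools alone, so these folds and counts are not exact. Outside Table 1, 3 protein-coding genes were 2-fold lower in both sexes. Kpna2, which encodes an importin, was 2.61-fold lower in females and 2.23-fold lower in males, Lsm7 was 2.17-fold and 2.93-fold lower, and Timm8a1 was 2.10-fold and 2.00-fold lower. A single protein-coding gene outside Table 1 was higher, Gm6664, which is named here after its values were seen, with folds of 2.08 in females and 2.53 in males from a control male signal of 46.7, below the negative control median of that array. As a comparison, 121 genes were at least 2-fold higher in males and 8 in females in both exposure groups. These counts were 80 and 8 with identical signals counted once and 33 and 5 among protein-coding genes, settings chosen after the data were seen. Over every transcript cluster they were 443 and 10. Across all genes the log2 fold changes of the sexes correlated with a Pearson's r of 0.575, where genes are not independent replicates.

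**Figure D1:**
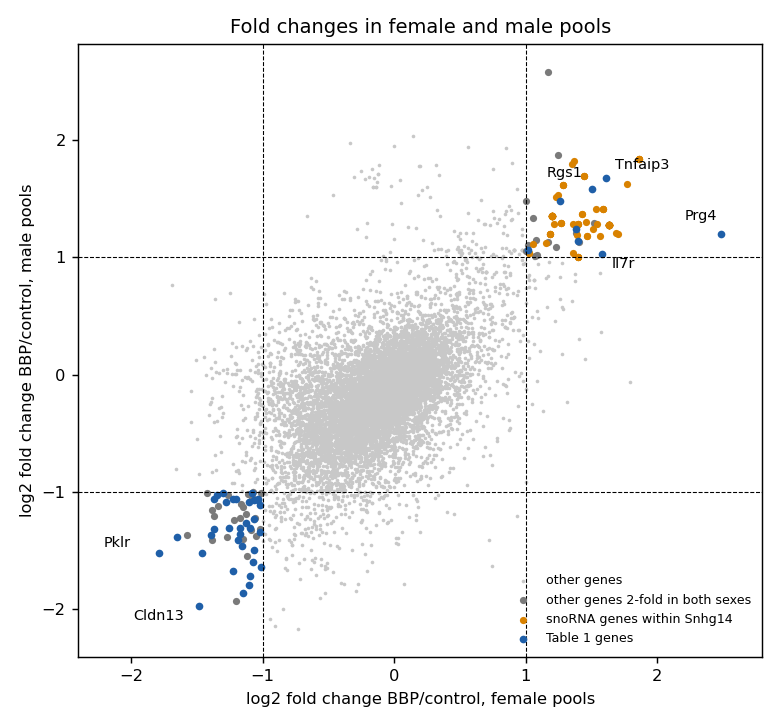
Log2 fold change (BBP/control) in the female pools (horizontal axis) and the male pools (vertical axis) for 10726 genes, 1 point per gene. The dashed lines mark a 2-fold difference. In the upper right corner lie 129 genes, 107 of them small nucleolar RNA genes within Snhg14 (orange), and in the lower left corner 58 genes, 34 of them from Table 1 (blue).

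With limma, 153 genes were higher and 125 were lower in the BBP pools at adjusted p values between 0.0322 and 0.0495, and 650 and 2254 at an unadjusted p under 0.05. The residual of this test is the difference of the exposure effect between the sexes. It therefore favours genes chosen on the same arrays as 2-fold in both sexes. Of these genes, 125 of the higher and all 58 of the lower passed this test, which is not independent evidence. No gene passed it after quantile normalization, with all 4 pools and no sex term, when any 1 of the 4 pools was left out together with the sex term, or when genes with identical signals were counted once, a setting chosen after the data were seen. The number of genes at least 2-fold higher and lower in both sexes was 163 and 24 with each array scaled to the same median, and 71 and 34 with 50 added to each signal.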

Considering a 2-fold expression difference, in total, expression of 46 genes was sex-independently altered by BBP exposure (Table 1) with about three times as much under- (n, 35) in contrast to overexpressed (n, 10) genes. 

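Among protein-coding genes that were 2-fold in both sexes, the largest mean fold was that of Prg4, which encodes the joint lubricant lubricin, with a 5.60-fold higher signal in the BBP females and a 2.30-fold higher signal in the BBP males. The mean of its folds in the 2 sexes was 3.95. Among the lower genes Cldn13, a claudin of erythroid precursors, had a fold of 3.93 in males and 2.79 in females, a mean of 3.36. Pklr, the pyruvate kinase of red cells and liver, was 3.45-fold lower in females and 2.88-fold lower in males. The microRNA gene Mir378c was 2.25-fold higher in females and 6.00-fold higher in males, but its control male signal was 19.7, below the negative control median of that array.

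Of the genes that were 2-fold in both sexes, 1 exceeded a 4-fold difference in females, 1 in males and 0 in both. Neither Prg4 (log2 fold change 1.84, standard error 0.32, adjusted p = 0.0613) nor Mir378c (1.88, standard error 0.36, adjusted p = 0.0707) passed the limma threshold, while Cldn13 (-1.73, standard error 0.16) and Pklr (-1.66, standard error 0.13) did, both at an adjusted p of 0.0322. In fits that lack the sex term as well, the log2 fold change of Mir378c was 0.73 without the control male pool and 3.03 without the control female pool.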

The highest degree did not exceed a 4-fold expression difference. 

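Genes of DNA replication were lower together in the BBP pools of both sexes. The measured subunit genes of the MCM replicative helicase were all lower. Mcm2 was 2.14-fold lower in females and 2.48-fold lower in males, Mcm5 2.30-fold and 2.10-fold, Mcm6 2.10-fold and 2.11-fold, Mcm3 2.08-fold and 1.89-fold and Mcm4 1.61-fold and 1.75-fold. Of these, Mcm4 did not pass the limma test (adjusted p = 0.0645), and Mcm7 was not tested because its transcript cluster carries several symbols. Cdc6, which loads the helicase at replication origins, had log2 fold changes of -1.26 and -1.31, and Rrm2, a subunit of ribonucleotide reductase, of -1.17 and -1.36.

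Of 33 measured genes of DNA replication, 32 were lower in both sexes, with a median log2 fold change of -0.57 in females and -0.81 in males. Over all genes 7 passed the test and 28 when adjusted over the list alone. The adjusted p of this list was 1.8e-10 from camera (0.631 with an estimated correlation). Of 28 measured genes of mitosis all were lower in both sexes, with medians of -0.50 and -0.58 and an adjusted p of 6.4e-08 from camera (0.631 with an estimated correlation). In this list 0 genes passed the test over all genes and 23 when adjusted over the list alone. Among them Top2a, the topoisomerase of dividing cells, had log2 fold changes of -0.72 and -0.73 and the kinase gene Plk1 of -0.71 and -0.73.

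Genes of the mitochondrion were lower as well. Of 37 measured genes of oxidative phosphorylation 35 were lower in both sexes, with medians of -0.44 and -0.72 and an adjusted p of 1.9e-08 from camera (0.631 with an estimated correlation; 2 genes over all genes, 27 adjusted over the list alone). The cytochrome c oxidase genes Cox5a (-0.63 and -1.34) and Cox5b (-0.98 and -1.01) and the electron transport genes Ndufa2 (-0.69 and -1.58) and Ndufa4 (-1.07 and -1.49) had the largest mean log2 fold changes of this list, and of these Cox5b and Ndufa4 passed the test. Of 23 measured genes of the mitochondrial ribosome 21 were lower in both sexes, with medians of -0.29 and -0.43 and an adjusted p of 0.0012 from camera (0.631 with an estimated correlation; 1 gene over all genes, 3 adjusted over the list alone). Mrpl42 was the gene that passed, with log2 fold changes of -1.18 and -1.41. The counts of lower genes are taken against 0, and the medians of all genes were below 0 as well, at -0.09 and -0.15.

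**Figure D2:**
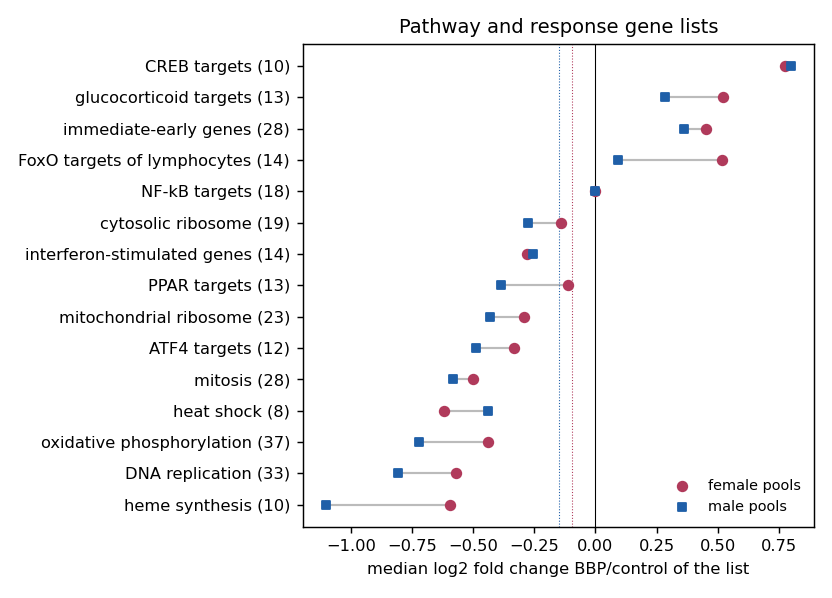
Median log2 fold change (BBP/control) of 15 lists of pathway and response genes in the female pools (circles) and the male pools (squares), with the number of measured genes in brackets. The dotted lines are the medians of all genes, -0.09 in females and -0.15 in males. DNA replication lies at -0.57 and -0.81 and mitosis at -0.50 and -0.58.

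In the same pools the erythroid genes were lower as well, with medians of -0.47 in females and -1.31 in males. The lists were written with Table 1 known, and 5 of the replication genes, 2 of oxidative phosphorylation and 1 of the mitochondrial ribosome are in it, so these counts are not independent evidence. With the members of Table 1 left out, camera with the preset correlation gave an adjusted p of 6.1e-08 for DNA replication. It gave 1.2e-07 for oxidative phosphorylation and 0.0030 for the mitochondrial ribosome. The mitosis list has 0 measured members in Table 1, so its adjusted p of 1.2e-07 in this run tests nothing new. With all members and an estimated correlation, 0 of these lists passed. That correlation was 0.47 for DNA replication, 0.49 for mitosis, 0.69 for oxidative phosphorylation and 0.19 for the mitochondrial ribosome, against the preset 0.01.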

Apart from three under-expressed genes of helicase (*mcm*2,-5,-6), genes were not enriched for their molecular function or role in cellular pathways (Supplementary Tables 3, 4). However, there was a striking accumulation of references (for 7 out of 10 BBP-induced overexpressed genes) showing an association of gene's overexpression with arthritis (Table 2).

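All of the 10 overexpressed genes had higher signals in the BBP pool than in the control pool of the same sex. Tnfaip3, which encodes the NF-kB inhibitor A20, had folds of 3.06 in females and 3.19 in males. Rgs1 and Rgs16, regulators of G-protein signaling, had folds of 2.84 and 3.00 and of 1.96 and 2.28. The interleukin-7 receptor gene Il7r was 3.00-fold higher in females and 2.05-fold higher in males, and Cxcr4, the receptor of the chemokine CXCL12, 2.03-fold and 2.10-fold. Ddit4, an inhibitor of mTORC1 signaling, had folds of 2.63 and 2.20, Egr1 of 2.61 and 2.36, and the kinase gene Sik1 of 2.39 and 2.80. Slxl1 was 2.17-fold and 2.02-fold higher, but its control signals are near the negative control medians of those arrays, so that these folds are not exact, and with 50 added to each signal they were 1.70 and 1.56. Its transcript cluster carries several symbols and was therefore not tested.

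Of the 9 genes tested, 7 passed the limma test over all genes. They were Tnfaip3 (log2 fold change 1.64, standard error 0.14), Rgs1 (1.55, 0.14) and Egr1 (1.31, 0.13), each at an adjusted p of 0.0322, and Sik1 (1.37, 0.15), Ddit4 (1.27, 0.15), Rgs16 (1.08, 0.12) and Cxcr4 (1.04, 0.14) at adjusted p values between 0.0380 and 0.0439. Il7r had a log2 fold change of 1.31 (standard error 0.19) and lay just above the threshold (adjusted p = 0.0500), and it and Prg4 did not pass. When adjusted over Table 1 alone all 9 passed, which is not independent evidence because the study chose these genes on these arrays. None of them passed with all 4 pools and no sex term, where the log2 fold change is the same as with that term. When any pool was left out together with the sex term, these 9 kept a positive log2 fold change. The genes were chosen as higher in both sexes, which favours this.

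**Figure D3:**
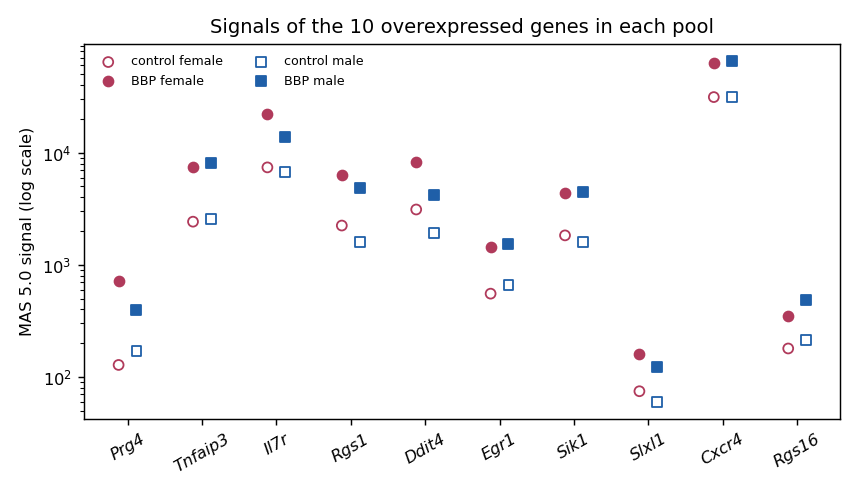
MAS 5.0 signal (log axis) of the 10 overexpressed genes in each pool, 1 array per point. Open symbols are control pools and filled symbols BBP pools, with circles for females and squares for males. Each filled symbol lies above the open symbol of the same sex.

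The paper regards genes changed in both sexes as altered by BBP independently of sex. In its RT-PCR of individual mice Il7r and Prg4, which did not pass limma here, were significantly higher, as were Rgs1, Sik1, Ddit4 and Cxcr4. Tnfaip3, Egr1 and Rgs16, which passed limma here, were higher in that RT-PCR without reaching significance. For most of the overexpressed genes the paper cites references that link their overexpression to arthritis (Table 2). It marks Ddit4 there for an association of downregulation. The paper proposes that a disturbed regulation of arthritis-related genes might mediate the effect of BBP.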

**Table 1:** List of > 2-fold differentially expressed genes from Clariom™ microarray.

**Gene symbol**	**Gene description**		**Female**			**Male**		**ALL**
		**Control** **(*n*, 12)**	**BBP** **(*n*, 6)**	**BBP/CON**	**Control** **(*n*, 4)**	**BBP** **(*n*, 4)**	**BBP/CON**	**BBP/CON**
*Prg4*	Proteoglycan 4 (megakaryocyte stimulating factor)	128	717	5.6	172	394	2.3	4.0
*Tnfaip3*	Tumor necrosis factor alpha-induced protein 3	2,427	7,417	3.1	2,555	8,162	3.2	3.2
*Il7r*	Interleukin 7 receptor	7,401	22,170	3.0	6,748	13,808	2.0	2.5
*Rgs1*	Regulator of G-protein signaling 1	2,241	6,365	2.8	1,602	4,810	3.0	2.9
*Ddit4*	DNA-damage-inducible transcript 4	3,117	8,200	2.6	1,921	4,235	2.2	2.4
*Egr1*	Early growth response 1	553	1,442	2.6	656	1,550	2.4	2.5
*Sik1*	Salt inducible kinase 1	1,831	4,382	2.4	1,610	4,507	2.8	2.6
*Slxl1*	Slx-like 1	75	162	2.2	60	121	2.0	2.1
*Cxcr4*	Chemokine (C-X-C motif) receptor 4	31,351	63,624	2.0	31,380	65,758	2.1	2.1
*Rgs16*	Regulator of G-protein signaling 16	180	352	2.0	213	485	2.3	2.2
*Slc38a5*	Solute carrier family 38 member 5	285	142	−2.0	370	118	−3.1	−2.6
*Gfi1b*	Growth factor independent 1B	359	177	−2.0	490	194	−2.5	−2.3
*Chchd1*	Coiled-coil-helix-coiled-coil-helix domain containing 1	180	89	−2.0	199	92	−2.2	−2.1
*Tubb4b*	Tubulin beta 4B class IVB	321	157	−2.0	360	172	−2.1	−2.1
*Cox5b*	Cytochrome c oxidase subunit Vb	954	482	−2.0	1,172	581	−2.0	−2.0
*Pkhd1l1*	Polycystic kidney and hepatic disease 1-like 1	260	122	−2.1	549	167	−3.3	−2.7
*Car2*	Carbonic anhydrase 2	75,967	36,138	−2.1	119,780	39,466	−3.0	−2.6
*Ndufa4*	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex 4	2,097	1,001	−2.1	3,390	1203	−2.8	−2.5
*Mcm2*	Minichromosome maintenance deficient 2 mitotin	1,668	780	−2.1	2,136	860	−2.5	−2.3
*Gzma*	Granzyme A	2,176	1,041	−2.1	2,166	920	−2.4	−2.3
*Mcm6*	Minichromosome maintenance deficient 6	2,641	1,260	−2.1	3,278	1,556	−2.1	−2.1
*Nme1*	NME/NM23 nucleoside diphosphate kinase 1	196	91	−2.1	211	99	−2.1	−2.1
*Slirp*	SRA stem-loop interacting RNA binding protein	474	231	−2.1	602	287	−2.1	−2.1
*Ccr3*	Chemokine (C-C motif) receptor 3	1,868	883	−2.1	1,481	734	−2.0	−2.1
*Aqp1*	Aquaporin 1	4,664	2,107	−2.2	8,320	2,278	−3.7	−3.0
*Fads3*	Fatty acid desaturase 3	368	171	−2.2	571	165	−3.5	−2.9
*Asns*	Asparagine synthetase	515	231	−2.2	584	212	−2.8	−2.5
*2010107E04Rik*	RIKEN cDNA 2010107E04 gene	807	369	−2.2	1,069	443	−2.4	−2.3
*Hebp1*	Heme binding protein 1	496	212	−2.3	1,042	325	−3.2	−2.8
*Mrpl42*	Mitochondrial ribosomal protein L42	3,593	1,583	−2.3	4,678	1,760	−2.7	−2.5
*Rrm2*	Ribonucleotide reductase M2	2,283	1,013	−2.3	2,960	1,153	−2.6	−2.5
*Ifi27l2a*	Interferon alpha-inducible protein 27 like 2A	322	143	−2.3	445	180	−2.5	−2.4
*Mcm5*	Minichromosome maintenance deficient 5	3,013	1,312	−2.3	3,230	1,542	−2.1	−2.2
*Mt2*	Metallothionein 2	5,404	2,312	−2.3	4,389	2,105	−2.1	−2.2
*Cdc6*	Cell division cycle 6	387	162	−2.4	474	192	−2.5	−2.5
*Cxcl9*	Chemokine (C-X-C motif) ligand 9	287	118	−2.4	266	126	−2.1	−2.3
*Cpox*	Coproporphyrinogen oxidase	1,339	544	−2.5	1,879	930	−2.0	−2.3
*S100a6*	S100 calcium binding protein A6 (calcyclin)	196	77	−2.5	248	122	−2.0	−2.3
*Nt5dc2*	5-nucleotidase domain containing 2	570	218	−2.6	581	225	−2.6	−2.6
*Car1*	Carbonic anhydrase 1	58,091	22,544	−2.6	73,080	29,328	−2.5	−2.6
*Ccl6*	Chemokine (C-C motif) ligand 6	1,039	402	−2.6	954	457	−2.1	−2.4
*Cldn13*	Claudin 13	393	141	−2.8	824	210	−3.9	−3.4
*Klf1*	Kruppel-like factor 1 (erythroid)	174	63	−2.8	213	74	−2.9	−2.9
*Alox15*	Arachidonate 15-lipoxygenase	939	299	−3.1	376	143	−2.6	−2.9
*Pklr*	Pyruvate kinase liver and red blood cell	675	196	−3.5	546	190	−2.9	−3.2

*Compared were gender-dependent pools of 3-weeks-old offspring from perinatal BBP-exposed dams with controls. Gender-independent up- and downregulated genes were dissimilar distributed with less up- (22%) than downregulated (78%) genes*.

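The underexpressed genes of Table 1 held several groups of related genes. Of the 35 genes, 7 are in the list of erythroid genes and 2 in that of heme synthesis. Klf1 was 2.76-fold lower in females and 2.88-fold lower in males, but its BBP signals of 63.1 and 74.2 are near the negative control medians of those arrays, so that these folds are not exact. Gfi1b, another transcription factor of erythroid cells, was 2.03-fold and 2.53-fold lower. The carbonic anhydrase genes Car1 and Car2 had folds of 2.58 and 2.49 and of 2.10 and 3.04, and the water channel gene Aqp1 of 2.21 and 3.65. The enzyme of heme synthesis Cpox was 2.46-fold and 2.02-fold lower, and the heme-binding protein gene Hebp1 2.33-fold and 3.20-fold.

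Other genes of the table are in different lists or in none. Alox15, the arachidonate 15-lipoxygenase of eosinophils, was 3.14-fold lower in females and 2.62-fold lower in males, and Ccr3 2.12-fold and 2.02-fold. The granzyme gene Gzma was 2.09-fold and 2.35-fold lower, the chemokine genes Ccl6 2.59-fold and 2.09-fold and Cxcl9 2.43-fold and 2.12-fold, and the interferon-induced gene Ifi27l2a 2.26-fold and 2.47-fold. The metallothionein gene Mt2, which responds to metals and glucocorticoids, had folds of 2.34 and 2.08. Nt5dc2 had nearly equal folds in both sexes, 2.62 and 2.58. In the paper's RT-PCR of individual mice, Pklr and Nt5dc2 were significantly lower and Klf1 was lower by trend. Cldn13, Cpox and Cxcl9 were lower there without reaching significance, Car1 and Ccl6 were nearly unchanged, and Alox15 was not lower.

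Each of the 35 genes passed the limma test over all genes, and each when adjusted over Table 1 alone. The genes were chosen on these arrays for a 2-fold change in both sexes, so this is not independent evidence. No gene passed over all genes after quantile normalization, without a sex term or with identical signals counted once. The control pools of the sexes differed in some of these genes, as with Aqp1, at 4664 in the control female and 8320 in the control male pool. Of all genes that were 2-fold in both sexes, 69.0% were higher and 31.0% lower, and among protein-coding genes alone, a setting chosen after the data were seen, 19.6% were higher and 80.4% lower. The median scaling of arrays gave 87.2% and 12.8%.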

**Table 2:** Verification of differential gene expression in offspring from microarray (Mouse Clariom™ D assay) on pooled samples by RT-PCR at individual level.

**Mouse Clariom**™ **D assay**			**RT-PCR (n-control, 14; n-bbp, 10)**			
**Probe Set ID**	**Gene**	**RNA-Pool**	**Ensembl-ID**	**BBP vs. Control**		
		**x-fold**	**ENSMUSG000000**	***p*-value (ttest)**	**x-fold**	**Reference for “Arthritis”**
TC0100003029.mm.1	*cxcr4*	2.1	45382	**0.002**	1.7	(21)
TC1000002224.mm.1	*ddit4*	2.4	20108	**0.009**	2.0	(22)^*^
TC1800000301.mm.1	*egr1*	2.5	38418	0.25	1.7	(23)
TC1500001197.mm.1	*il7r*	2.5	3882	**7.8E-05**	1.8	(24, 25)
TC0100003240.mm.1	*prg4*	3.9	6014	**0.020**	3.5	(26)
TC0100003207.mm.1	*rgs1*	2.9	24042	**6.3E-06**	3.2	(27)
TC0100001381.mm.1	*rgs16*	2.1	26475	0.23	1.4	
TC1700001827.mm.1	*sik1*	2.6	24042	**3.4E-06**	2.1	(28)
TC1000001813.mm.1	*tnfaip3*	3.1	19850	0.09	1.5	(29, 30)
TC1100003093.mm.1	*alox15*	−2.9	18924	0.11	1.5	(31)^*^
TC0300001667.mm.1	*car1*	−2.5	27556	0.94	−1.0	
TC1100003399.mm.1	*ccl6*	−2.3	18927	0.84	−1.0	
TC0500003382.mm.1	*cldn13*	−3.4	8843	0.12	−1.9	
TC1600000763.mm.1	*cpox*	−2.2	22742	0.25	−1.3	
TC0500002755.mm.1	*cxcl9*	−2.3	29417	0.19	−1.2	
TC0800000971.mm.1	*klf1*	−2.8	54191	0.055	−2.0	
TC1400000322.mm.1	*nt5dc2*	−2.6	71547	**0.007**	−1.4	
TC0300000747.mm.1	*pklr*	−3.2	41237	**5.4E-05**	−2.4	

Gene expression was measured on fourteen 3-week-old mice from control and ten mice from BBP-exposed dams. RT-PCR overall confirms direction of gene expression and partially reaches significant differences between groups. Remarkably, genes associated with arthritis were enriched.

* Association of downregulation with arthritis.

*Statistical significance is indicated in bold (p < 0.05)*.

To verify microarray data for pooled samples, RT-PCR at individual level was performed for 18 top-ranked differentially expressed genes (9 up- and 9 down-regulated genes). For 6 up- and 3 (1 by trend) down-regulated genes the BBP-induced alteration in gene expression was confirmed (Table 2 and Figure 3). Both clustering analysis for all 18 analyzed genes by RT-PCR as well as PCA analysis showed a strong stratification of offspring by mother's perinatal BBP exposure with a sensitivity of 1.0 and specificity of 0.87 (Figures 4A,B).

**Figure 3:**
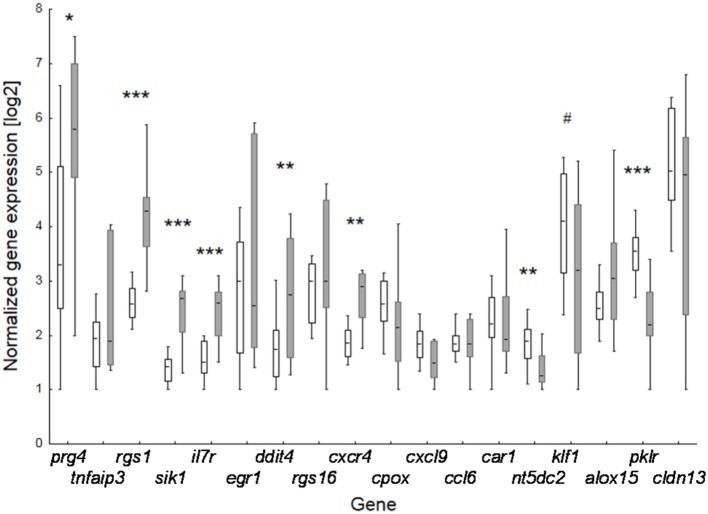
Effect of perinatal BBP exposure on gene expression in 3-weeks old offspring. Verification of data of the 18 top-ranked differentially expressed genes obtained by microarray analysis for pooled samples by RT-PCR at individual level. Boxes for controls (CON, white; *n* = 14) and BBP (gray; *n* =10) indicate mean and the 25 and 75% percentile, whiskers the non-outlier range. *P-value* (*t*-test): ^#^0.055; * <0.05; ** <0.01; *** <0.001.

**Figure 4:**
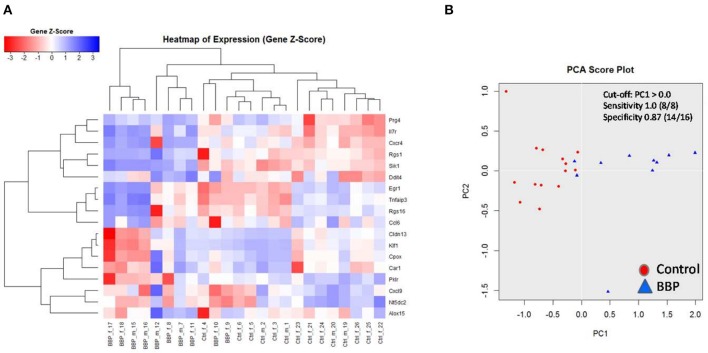
Clustering of 18 top-ranked differential gene expression in spleen of 3-weeks old offspring after perinatal BBP exposure in dams. Gene expression was performed by RT-PCR. Both heatmap **(A)** and principal component analysis (PCA) **(B)** highlight a strong stratification into control (CON) and BBP. Counts from 1 to 24 are identification numbers (ID) of offspring. F, female; m, male.

## Discussion

In recent years phthalates have been associated with an increased prevalence of diseases like obesity and allergies or shown to affect the cardiovascular and reproductive system (10, 11, 32). In particular, exposure during pregnancy and early childhood seems to be a risk factor for enhanced disease susceptibility in children (3). Although several studies described immune-modulating effects of maternal phthalate exposure leading e.g., to an enhanced risk for atopic dermatitis (12) or allergic asthma (13) in early childhood, there are no information from epidemiological nor experimental studies about a possible role of phthalates on RA development. Here, we show that perinatal exposure to BBP increased both the RA prevalence and the clinical severity in the offspring. For this, we intentionally used a mild CIA model in DBA/1 mice with relatively low prevalence and only little signs of RA-related symptoms to underline the importance of the environmental factor for the disease outcome. As described earlier, the applied low-dose BBP were based on the tolerable daily intake of BBP in humans of 0.5 mg/kg body weight/day (33), whereby the urinary concentration of the BBP metabolite mono-n-butyl phthalate in the murine model corresponded with those observed in highly exposed mothers in our prospective mother-child cohort LINA (13). This approach establishes a scenario that is representative for the real exposure situation in humans.

While there are no data regarding phthalate exposure and RA development, this group of chemicals has been reported to affect other autoimmune diseases. In mice, exposure to dibutyl phthalate aggravated autoimmune thyroid disease and—comparable to our results—induced an increased release of the pro-inflammatory cytokines IL-1β, IL-6, and IL-17 (34, 35). Another study demonstrated that low-dose exposure to di-(2-ethylhexyl) phthalate (DEHP) increased the susceptibility to testicular autoimmunity (36). The effect was accompanied by an elevated number of IFN-γ-positive cells. Moreover, DEHP has been shown to induce the production of the RA-relevant cytokines IL-1β, IL-6, and TNF-α in macrophages (23, 37). Therefore, despite missing data in regard to phthalate-induced effects on initiation or maintenance of RA, there are indications that phthalate exposure may affect Th1 (IFN-γ) or Th17 (IL-17) cell activity and the production of disease-relevant pro-inflammatory cytokines that can also promote the development of RA.

As a first step to understand why DBA/1 mice from phthalate-exposed dams show a higher susceptibility to RA development, we investigated possible alterations in gene expression in splenocytes of 3-week-old offspring from perinatally BBP-exposed dams before induction of CIA. We initially analyzed pooled individual samples, stratified by gender and exposure, by microarray and subsequently verified top-ranked differentially expressed genes by RT-PCR at individual level. We found genes that convincingly indicate the perinatal BBP-exposure of offspring's dams. Although the cellular origin of altered gene expression in spleen was not resolved in detail in this study, we suppose a prominent BBP-induced effect on immunocompetent cells in this tissue. 

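Markers of red cell precursors had the lowest median over both sexes of the cell type lists tested, -0.97 on the log2 scale. Of 29 measured erythroid genes 22 were lower in both sexes and 0 were higher in both, with a median log2 fold change of -0.47 in females and -1.31 in males. Over all genes 10 passed the limma test and 17 when adjusted over the list alone. The adjusted p was 6.4e-08 from camera (0.631 with an estimated correlation, which was 0.73). Of 10 measured genes of heme synthesis 7 were lower in both sexes, with medians of -0.59 and -1.10 (adjusted p = 0.0032 from camera, 0.631 with an estimated correlation; 3 genes over all genes, 7 adjusted over the list alone). Alad, the enzyme of porphobilinogen synthesis, had log2 fold changes of -0.91 and -2.15, and did not pass the test, and Tmem14c, a porphyrin transporter, had -0.91 and -1.22 and passed. The lists were written with Table 1 known, which holds 7 of the erythroid and 2 of the heme genes, so these counts are not independent evidence. In the paper's RT-PCR of individual mice Pklr was significantly lower and Klf1 lower by trend. Cldn13 and Cpox were lower there without reaching significance, and Car1 was nearly unchanged.

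In the control pools the erythroid genes were higher in males than in females by a median log2 difference of 0.77, whereas the BBP pools differed by 0.06. In a fit without the control male pool and without a sex term, so that both BBP pools are compared with the control female pool, the list's median was -0.54 and it still passed camera, whereas heme synthesis did not (adjusted p = 0.117).

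**Figure D4:**
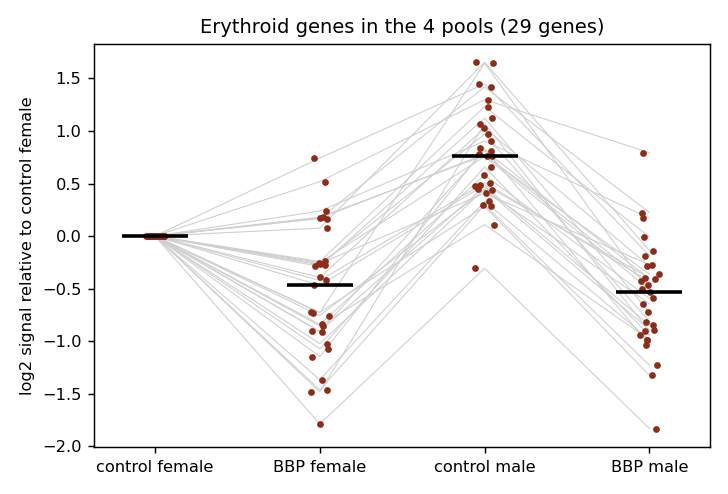
Log2 signal of 29 erythroid genes in each pool relative to the control female pool, 1 line per gene and a bar at the median. The medians are -0.47 in the BBP female, 0.77 in the control male and -0.53 in the BBP male pool.

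T cell genes had higher values in the BBP pools. Of 17 measured genes 12 were higher in both sexes and 1 was lower in both, with a median log2 fold change of 0.52 in females and 0.16 in males. The adjusted p was 1.0e-07 from camera (0.631 with an estimated correlation, which was 0.56), with 0 genes over all genes and 2 adjusted over the list alone. Cd4, a coreceptor of helper T cells, had log2 fold changes of 0.87 and 1.05 (adjusted p = 0.0531), Cd8b1, a coreceptor of cytotoxic T cells, of 0.70 and 0.72, and the transcription factor gene Bcl11b of 0.98 and 0.34. The list's median over both sexes was 0.35; in fits without a sex term it was 0.07 without the BBP female pool and 0.64 without the BBP male pool, and the list passed camera in both cases.

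The list of 8 measured basophil and mast cell genes passed camera too (adjusted p = 0.0060, 0.631 with an estimated correlation), but its median was -0.02 in females and 0.42 in males, with 0 genes over all genes and 1 adjusted over the list alone, and without the control male pool and the sex term it did not pass (adjusted p = 0.219). Cpa3, a mast cell protease gene, had log2 fold changes of 0.80 and 0.69.

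The other immune cell lists did not pass camera. B cell genes (18 measured) had medians of -0.18 and -0.24, with Fcer2a, the low-affinity IgE receptor, at -1.18 and -0.58. Natural killer cell and granule genes (10) had medians of -0.27 and -0.34, eosinophil genes (5) of -0.48 and -0.40, neutrophil genes (19) of -0.07 and 0.29 and dendritic cell genes (10) of -0.19 and -0.14. Plasma cell genes (7) had medians of 0.08 and -0.08. For monocytes (12) the medians were -0.72 and 0.03 and for red pulp macrophages (14) 0.17 and -0.49, and the difference between the sexes was not tested. The adjusted p values of these lists lay between 0.106 and 0.9785 from camera. With an estimated correlation, run in the main setting alone, 0 of these lists passed (smallest adjusted p from camera over all lists 0.631). Some lists passed in other settings with the preset correlation, so they are not shown to be unaffected. In fits without a pool, which also lack the sex term, natural killer cell genes passed without the BBP female pool (adjusted p = 0.0316), neutrophil genes without the control female pool (0.000381), and eosinophil and monocyte genes without the control male pool (0.0220 and 0.0128). Neutrophil genes also passed without the genes of Table 1 (0.0374) and at a signal of at least 200 (0.0439). With no signal filter the lists of B cells (0.00511), natural killer cells (0.00912), eosinophils (0.0130) and monocytes (0.0440) passed as well. The plasma cell list had a median of 0.07 over both sexes and a mean of -0.10. Only 3 genes each were measured for megakaryocytes and for stroma, 1 each for mesothelium (Prg4) and pancreas and 0 for adipose tissue, too few for a test. The medians were -0.23 in females and 0.13 in males for megakaryocytes, 0.32 and 0.66 for stroma and -0.24 and -0.67 for the pancreas gene.

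**Figure D5:**
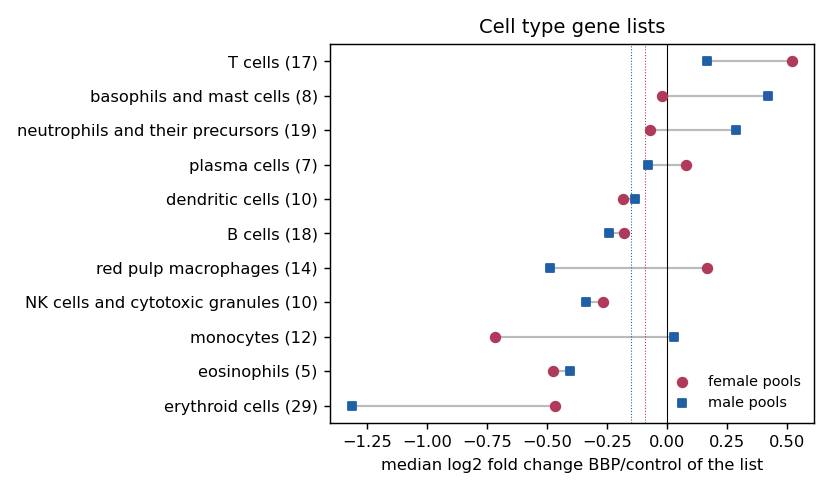
Median log2 fold change (BBP/control) of 11 cell type lists in the female pools (circles) and the male pools (squares), with the number of measured genes in brackets. The dotted lines are the medians of all genes. Erythroid genes lie at -0.47 and -1.31 and T cell genes at 0.52 and 0.16.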

The pattern of the strongest differentially-expressed genes did not enrich specific genes neither of special immunocompetent cells of the spleen nor general pathways, but interestingly, these genes were frequently found to be associated with arthritis. Among them were genes like *regulator of G-protein signaling 1 (rgs1), interleukin-7 receptor (il-7r)*, and *CXC chemokine 4 (cxcr4.)* As expected, most of the identified arthritis-associated genes in the immune organ spleen have been found not exclusively in arthritic joints but also in immunocompetent cells of peripheral blood. 

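The signals of these genes were well above the background of the arrays. Rgs1 had a signal of 2241 in the control female and 6365 in the BBP female pool, and of 1602 and 4810 in the male pools. Il7r had signals of 7401 and 22169.6 in females and of 6748 and 13808 in males. Cxcr4 had nearly the same control signals in both sexes, 31351 in females and 31379.8 in males, against 63624 and 65758 after BBP.

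Rgs1 belongs to the immediate-early genes, which lymphocytes induce within minutes of stimulation. Of 28 measured immediate-early genes 21 were higher in both BBP pools and 4 lower in both, with a median log2 fold change of 0.45 in females and 0.36 in males (adjusted p = 3.6e-10 from camera, 0.631 with an estimated correlation). Of these 3 passed the limma test as higher over all genes, and 12 as higher and 2 as lower when adjusted over the list alone. Nr4a1, a nuclear receptor gene induced by antigen receptor signaling, had log2 fold changes of 0.89 and 1.33 (adjusted p = 0.0534).

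Of 10 measured targets of the cAMP-dependent factor CREB, 9 were higher and 1 was lower in both sexes, with medians of 0.78 and 0.80 (adjusted p = 2.1e-07 from camera, 0.631 with an estimated correlation). Of these 3 were higher over all genes, and 7 were higher and 1 lower when adjusted over the list alone. Among them the circadian gene Per1 had log2 fold changes of 0.85 and 1.08 (adjusted p = 0.0410). Il7r and Cxcr4 are in the list of glucocorticoid targets, of which 10 of 13 measured genes were higher and 2 lower in both sexes, with medians of 0.52 and 0.28 (adjusted p = 7.7e-06 from camera, 0.631 with an estimated correlation). Of these, 4 were higher and 1 lower over all genes, and 7 and 2 when adjusted over the list alone. Targets of the FoxO factors in lymphocytes (14 measured, with Il7r and the PI3-kinase inhibitor gene Pik3ip1) had medians of 0.52 and 0.09 (adjusted p = 4.7e-05 from camera, 0.631 with an estimated correlation), with 1 gene over all genes and 3 adjusted over the list alone. Pik3ip1, at 1.18 and 0.96, was the gene that passed. In the same pools the T cell list had medians of 0.52 and 0.16.

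These lists overlap, with 7 to 9 measured members in another list, and were written with Table 1 known, which holds 3 of the immediate-early genes, 2 CREB, 4 glucocorticoid and 1 FoxO target, so the counts are not independent evidence. In a fit without the BBP female pool and without the sex term, the list's median was 0.26 for glucocorticoid targets and 0.11 for FoxO targets, against 0.40 and 0.25 over both sexes, and both lists still passed camera.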

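Some genes were at least 2-fold higher or lower in the BBP pool of 1 sex and not in that direction in the other. Of the genes of the erythroid list, Trim10 was 3.46-fold lower in the BBP male pool and 1.05-fold higher in the BBP female pool, and Tmcc2 was 3.10-fold lower in males and 1.67-fold higher in females. Ace, the angiotensin-converting enzyme gene, was 2.84-fold lower in females and 1.09-fold higher in males, Serpinb10 was 2.72-fold lower and 1.11-fold higher, and Slfn4 was 2.37-fold lower and 1.12-fold higher. The antibody light chain segment Igkv5-37 was 1.91-fold higher in females and 2.31-fold lower in males.

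In all, 356 genes were at least 2-fold different in 1 sex and under 1.5-fold in that direction in the other. Of these, 136 were changed in females, 23 of them higher and 113 lower, and 220 in males, 68 higher and 152 lower. The 136 genes of the females held 47 small nuclear RNA genes, 42 pseudogenes, 3 transcribed pseudogenes, 25 protein-coding genes and 9 V segments. Of the 220 genes of the males 141 were protein-coding, and 10 of the 152 lower genes were in the list of erythroid cells. The difference between the sexes was not tested for any of these genes, because each sex has 1 array per exposure. Among protein-coding genes alone, a setting chosen after the data were seen, 166 genes were sex-dependent.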

Regarding sex-dependent changes in gene expression by BBP, there were additional sex-specific changes. 

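Y-linked genes were 33 of the 356 sex-dependent genes (9.27%). Of 40 Y-linked genes above the signal minimum, 32 were at least 2-fold higher in the BBP male than in the control male pool, by 2.18-fold to 4.09-fold, from control male signals of 104 to 324. Sly, a multi-copy gene of the Y chromosome, was among them, with a fold of 3.21. The single-copy genes Kdm5d, Eif2s3y and Uty had male folds of 1.13, 1.21 and 1.29.

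The control pools of the sexes were at least 1.5-fold apart for 206 of the 356 genes (57.9%), which include every Y-linked gene among them. Erythroid genes are an example, with Trim10 at 432 in the control female and 1359.5 in the control male pool and Tmcc2 at 549 and 1497. The BBP pools were at least 1.5-fold apart for 162 genes (45.5%). Of the 10726 genes tested, 11.1% had control pools and 10.8% had BBP pools this far apart. Without the Y-linked genes the control pools were apart for 173 of 323 genes (53.6%) and the BBP pools for 129 (39.9%).

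The shares differed by sex. Of the 220 genes changed in males 70.9% had control pools apart and 30.5% had BBP pools apart, and of the 136 genes changed in females 36.8% and 69.9%. The same control array enters the fold and the difference between controls, so the fold and that difference are not independent. With control pools at least 2-fold apart the share was 31.2%, and with a fold of under 2 allowed in the other sex it was 47.9% of 582 genes.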

As the majority of such changes relied on initial differences in controls or on Y-chromosomal linkage in male, they were not further prioritized in this study.

The physiological role of *rgs1* as the most discriminating gene to distinguish BBP-exposed dams in offspring (sensitivity 1.0, specificity 0.94) within splenocytes is not clear yet. It has been found in different immunocompetent cells. Rgs1 knock-out mice have an impaired B-cell migration in response to chemokines (38). Together with *rgs16* it was identified to be more abundant in activated regulatory CD4^+^ T-cells than in non-activated T-cells (39). Apart from splenocytes, it was described as the most useful biomarker distinguishing especially undifferentiated spondyloarthritis and, to a lesser extent, ankylosing spondylitis in human peripheral blood mononuclear cells (PBMC). It was suggested to be present in monocytes, in which *rgs1* was inducible by arthritis-causing cytokines, like TNF-α and IL-17 (27). IL-7 receptor (gene *il7r*), as a pro-inflammatory-acting receptor, is associated with arthritis for immunocompetent cells both of adaptive and innate immune system. It was shown, that IL-7 stimulated IL-7R+ mature B cells act pro-inflammatory (increased clinical score, increased anticollagen type II antibodies) after cell transfer in collagen type II-induced arthritis in DBA/1 mice (24). In humans, IL7R-expressing macrophages where found to be elevated in both RA synovial fluid as well as peripheral blood (25). C-X-C chemokine receptor type 4 (gene *cxcr4*) on lymphocytes is involved in inflammatory processes. In human PBMC, RA patients displayed a higher frequency of CXCR4^+^ memory T cells which were additionally associated with disease severity (21).

The results from the transcriptome analysis were surprising and represent cause for concern regarding the transgenerational impact of maternal lifestyle (BBP-consumption) on gene expression of the progeny. However, it must be noted that DBA/1 mice are particularly susceptible to CIA because of their specific genotype (40). This also illustrates that an interaction between a susceptible genotype and environmental factors can act as trigger for disease initiation, which has also been discussed for RA (4). The altered gene expression might be mediated by early epigenetic changes induced by BBP exposure during pregnancy and the breastfeeding period and should be investigated in further studies. BBP-induced epigenetic modifications have already been described in relation to its asthma-promoting effects, further emphasizing that the developing immune system is especially susceptible to perturbations by external factors (13).

In summary, our study results show that perinatal exposure to BBP increases the susceptibility of the offspring to the development of RA. The effect might be mediated via a phthalate-induced disturbed regulation of RA-relevant genes. Our findings indicate that early exposure to plasticizers, such as phthalates, represent not only a risk factor for obesity or allergies but also for the development of autoimmune diseases like RA.

## Data Availability Statement

Raw sequencing data with appropriate experimental information is available in the NCBI Gene Expression Omnibus (GEO) repository under the accession number GSE146699. Other raw data supporting the conclusions of this article will be made available by the authors, without undue reservation, to any qualified researcher.

## Ethics Statement

The animal study was reviewed and approved by the Committee on Animal Welfare of Saxony/Leipzig, Germany.

## Author Contributions

EE, MW, and LB performed the mouse experiments. TP designed and conducted the study and experiments. MB analyzed the microarray data and conducted the PCR analysis. TP and MB wrote the paper with substantial inputs from LB.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

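Splenocyte RNA of 3-week-old DBA/1 offspring was measured on 4 Clariom D mouse arrays, with 1 pool for each sex and exposure and 26 animals in all. The BBP pools were made from 4 males and 6 females and the control pools from 4 males and 12 females. The authors extracted the fluorescence with MAS 5.0 (MAS5 in the submitters' processing notes) and scaled the arrays against each other; the deposited values are signal intensities on a linear scale, neither logged nor centred, with transcript clusters between 3.9 and a top value of 999969.3. The scaling target and detection calls are not given in the sources used here. The RT-PCR measurements, antibody and cytokine data were not analysed here.

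Of 72688 features, 6732 are controls and 65956 are transcript clusters. Gene symbols were taken from the table that pairs the array's probe sets with genes, and gene types and chromosomes from the RefSeq table of assembly GRCm38.p6, in which 30494 of 30789 symbols were found; no coordinates are given. Clusters with several symbols (1483) or none (33206) were left out of the gene analysis. Where a symbol had several clusters, the cluster with the highest mean signal was kept. Genes with a signal of at least 100 in at least 2 arrays (10726) were analysed, without a pseudocount. Of these, 312 share all 4 signals with another gene and 8 sit at the top value in all arrays. For Table 1, each of 45 genes was matched to 1 probe set whose 4 signals lay within 0.51 of the printed ones, and 44 of these are among the genes tested.

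Genes with a fold of at least 2 in the female pair and in the male pair were counted. limma 3.58.1 (R 4.3.3) was fitted to log2 signals computed from the deposited values, with exposure and sex as terms and moderated variances with a trend, and p values were adjusted after Benjamini and Hochberg with a threshold of 0.05. The fit has 1 residual degree of freedom, and a single array per group means that pools are compared, not animals. BBP was given to the dams, and the litters of the pooled animals are not given in the sources used here. An effect of litter can therefore not be told apart from one of exposure. Sex-dependent genes were at least 2-fold in 1 sex and under 1.5-fold in that direction in the other. Folds and tables were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

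The 33 gene lists, of which 26 had at least 5 measured genes, cover erythroid cells, heme synthesis, DNA replication, mitosis, oxidative phosphorylation, mitochondrial and cytosolic ribosomes, immediate-early genes, heat shock, targets of NF-kB, glucocorticoids, FoxO, CREB, ATF4, interferon and PPAR, markers of B, T, natural killer, plasma, eosinophil, neutrophil, basophil and mast, monocyte, red pulp macrophage, dendritic and megakaryocyte cells, stroma, mesothelium, pancreas and adipose tissue, and Y-linked and X-inactivation genes. They were written after Table 1 had been read and before the data were examined, as were most tests and alternatives. Those on small nucleolar RNA genes as a class, on background and on repeated transcript clusters were chosen later. camera was run with a preset correlation of 0.01 between genes and again with an estimated correlation. The genes named in the text were set by a rule written at the same time. It takes every gene of Tables 1 and 2, whose values had been seen, the 10 genes with the largest smaller fold in each direction outside Table 1, Mcm2 to Mcm7, the 4 measured members of each described list with the largest mean change and the 5 sex-dependent genes at each end. Genes known only by a number were counted and not named, which left 9 higher and 7 lower genes outside Table 1; exceptions are marked in the text.

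The limma and camera steps were tested on simulated data. In 10 sets of 10726 genes with 200 changed genes each, 48.7% of genes changed 2-fold and 96.9% of those changed 4-fold were called, 7.30% of the calls fell on unchanged genes and 0 had the wrong direction. A list of 30 genes shifted by -0.5 was called in 10 of 10 sets, and 0 of 200 unshifted lists were called. The simulated genes varied independently of each other, so these rates do not cover lists whose genes are correlated.

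Alternatives were quantile normalization and median scaling between arrays, a pseudocount of 50, no signal filter or a signal of at least 200, every cluster with 1 symbol, every transcript cluster, the mean of the folds of both sexes, no sex term, limma without a trend or with robust variances, camera with an estimated correlation, lists without Table 1 genes, leaving out each pool together with the sex term (3 arrays, where that term would leave 0 residual degrees of freedom), and other limits for sex-dependent genes. Counting protein-coding genes alone and counting identical signals once were added after the data were seen.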

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

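The tests on small nucleolar RNA features as a class and on background were chosen after the results were seen, and the test on repeated transcript clusters was chosen after the pattern was seen but before its own result.

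Features that the paper does not discuss were higher in both BBP pools. They include 107 small nucleolar RNA genes within Snhg14 on chromosome 7, with a median log2 fold change of 1.43 in females and 1.28 in males over the 109 genes of the region. A rise of all small nucleolar RNA features is argued against by the 205 such genes elsewhere, whose median was -0.10 at most in either sex, and higher background on the BBP arrays by negative-control features of the same signal range, with a median of 0.19 at most. A further candidate explanation is genomic DNA carried into the RNA of the BBP pools, since repeated loci would then rise without being transcribed. Sets of at least 5 transcript clusters with identical signals, a mean control signal under 1000 and no member on chromosomes 2, 7, X or Y had a median of 0.98 in females and 0.85 in males, in line with it, but of only 5 sets the 3 above 0 in both sexes have their first clusters side by side on chromosome 1, although 1 of them also has a member on chromosome 5, and the others had -0.67 and 0.23 in females and -0.08 and -0.32 in males. Transcription of these repeats and an effect of BBP on this region stay open, and the host gene Snhg14 had signals of 22.5 to 28.6 in all pools.

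There were also 8 microRNA genes and 376 transcript clusters with no symbol that were 2-fold higher in both BBP pools, against 0 microRNA genes and 6 such clusters that were 2-fold lower in both. A further 32 Y-linked genes were 2-fold higher in the BBP male than in the control male pool.

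Opposite signs in the female and male pools marked several genes, and none of these differences was tested. As the male minus the female log2 fold change, the values were -2.38 for Tmcc2, -2.14 for Igkv5-37, -2.13 for Slfn14, -1.92 for Igkv12-89 and -1.87 for Trim10. They were 1.40 for Slfn4, 1.53 for Lilr4b, 1.59 for Serpinb10, 1.63 for Ace and 1.87 for Sly, whose female signals of 25.9 and 29.5 are background. The basophil and mast cell list had a median of 0.419 in males and -0.02 in females, an untested difference.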

How the results depend on the processing

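The settings with protein-coding genes alone and with identical signals counted once were chosen after the results were seen; all other settings were set before. The cause of the changes was not tested except where fewer genes enter. The fits without a pool also lack the sex term, so that their changes are not put down to a pool. Of 141 named genes, 133 kept their direction under the 12 alternatives in which they were fitted again, of which the protein-coding setting covers 125 of the genes, and 8 (Ighg1, Igkv12-89, Igkv5-37, Mcpt8, Prg2, Slfn14, Sly and Tmcc2, none of them past the threshold) did not. Signals near the negative controls (medians of 51.1 to 64.1) limit low-signal genes such as the microRNA and small nucleolar RNA genes.

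The 129 genes 2-fold higher in both sexes became 540 over every transcript cluster, 53 with identical signals counted once, 195 by the mean of the 2 folds, 9 among protein-coding genes, 71 with a pseudocount of 50 and 80 at a signal of at least 200. The 58 lower genes became 171, 24 and 34 by the mean of the 2 folds, median scaling and the pseudocount, and 37 among protein-coding genes. Median scaling gave 87.2% higher against 69.0%. Leaving out 1 pool, where the mean log2 difference of the remaining pools replaces the rule on both sexes, gave 156 to 235 higher and 67 to 584 lower genes. These counts therefore differ from 129 and 58 by the rule and the mixing of the sexes as well as by the pool. Against the 195 and 171 by the mean of the 2 folds, a nearer rule, the lower genes moved by over 1.5 times without the BBP female (111), BBP male (584), control female (500) and control male (67) pools, and the higher genes (235, 156, 187 and 216) did not.

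The 153 higher and 125 lower genes of limma became 0 and 0 over every transcript cluster (2320 and 2219 at an unadjusted p under 0.05), with identical signals counted once (566 and 2278), without a sex term (411 and 1555), with no signal filter (2302 and 2781), after quantile normalization (617 and 2382), at a signal of at least 200 (395 and 1807) and without any of the 4 pools and the sex term (273 to 346 and 646 to 1288). They became 79 and 23 with a pseudocount of 50, 160 and 29 with median scaling and 155 and 776 among protein-coding genes. Of the named genes 61 passed the threshold; this became 0 after quantile normalization, without a sex term, with identical signals counted once and without any 1 pool and the sex term, 36 with median scaling, 23 with the pseudocount and 95 among protein-coding genes.

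Of the 26 gene lists tested, 15 passed camera. With no signal filter 32 lists could be tested and 23 passed, 21 of them among those 26. Of the 26 lists 0 passed camera with an estimated correlation (smallest adjusted p 0.631, smallest unadjusted p 0.0843). That test has 1 residual degree of freedom, so hardly any list could pass it, and it does not show the lists to be unchanged. Without Table 1 genes 14 of 25 lists passed. ATF4 targets and interferon-stimulated genes did not pass without the BBP male pool and the sex term or without Table 1 genes, and heme synthesis and basophils and mast cells did not without the control male pool and the sex term. With all 4 pools and no sex term the same number, 15, passed. The 356 sex-dependent genes became 582 with under 2-fold in the other sex, 602 with no signal filter, 899 over every transcript cluster and 166 among protein-coding genes. The 57.9% with control pools apart or on the Y chromosome became 51.1% after quantile normalization, 48.7% with no signal filter, 47.9% with under 2-fold in the other sex and 31.2% with control pools 2-fold apart.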

Differences from the paper's values

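The setting with protein-coding genes alone and that with identical signals counted once were chosen after the values were seen.

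Of the genes that were 2-fold in both sexes, the paper's total is 46, and 187 were counted here. The paper's number of overexpressed genes is 10, against 129 here, and its number of underexpressed genes is 35, against 58 here. The paper's share of upregulated genes is 22%, against 69.0% here, and of downregulated genes 78%, against 31.0% here. The paper states a 2-fold threshold and, in the sources used here, no signal minimum and no rule on gene types.

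None of the alternatives set before the data were examined brought the total or the number of higher genes within 1.5 times the paper's value. The number of lower genes came within it under median scaling (24) and with a pseudocount of 50 (34), and not under the others. The shares came within it without the BBP male pool (21.1% and 78.9%) and without the control female pool (27.2% and 72.8%), where folds were not taken within each sex, and not under the other alternatives set before. Among protein-coding genes alone, a setting chosen after seeing the values, all 5 values came within it, with 46 genes in total, 9 higher, 37 lower, 19.6% and 80.4%. Of the paper's 45 genes of Table 1 it lacks the same 3 as the counts over all genes, Slxl1, whose transcript cluster carries several symbols, and Rgs16 and Cox5b. With identical signals counted once, also chosen after seeing the values, 52.3% were lower, which came within it, and the other 4 values did not.

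Every fold that the paper gives for the genes of Table 1 in females, males and both lay within 1.5 times the value computed here, and in the same direction. The probe sets were matched on the printed signals, so this checks the paper's arithmetic and is not independent evidence for the folds. The unrounded folds of Rgs16 (1.96) and Cox5b (1.98, as lower) in females are under 2, and 43 of the 45 genes were at least 2-fold in both sexes; under median scaling the female fold of Rgs16 was 2.13. Table 1 prints 45 genes, 1 fewer than the paper's total.

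The paper states that no difference was over 4-fold. The mean fold over both sexes reached 3.95 for Prg4, under that bound, but its fold in females was 5.60. Outside Table 1 the mean fold of Mir378c was 4.13, but its control male signal of 19.7 is below the negative control median of 51.1, so that this is not an exact fold, and without the control male pool and the sex term its log2 fold change was 0.73. The paper finds no enriched function or pathway apart from the helicase genes; here 15 of 26 lists, written with Table 1 known, passed camera with a preset correlation and 0 with an estimated correlation. The paper gives initial differences of the controls or Y linkage for most sex-dependent changes; the share here was 57.9%, but less than a majority with no signal filter (48.7%), with under 2-fold in the other sex (47.9%) and with control pools 2-fold apart (31.2%), and 36.8% among the genes changed in females.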

Other observations

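The tests on erythroid cells, scaling and immediate-early genes and on Il7r and Cxcr4 were chosen before their results were seen, whereas the quartiles of the T cell list, olfactory receptor genes and the sets of identical clusters taken all together were looked at after.

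Heat shock genes were lower in the BBP pools. Of 8 measured genes 7 were lower in both sexes, with a median log2 fold change of -0.62 in females and -0.44 in males (adjusted p = 0.0089 from camera, 0.631 with an estimated correlation; 0 genes over all genes, 7 adjusted over the list alone). The chaperone gene Hsph1 had log2 fold changes of -1.36 and -0.68, and the mitochondrial chaperonin genes Hspd1 and Hspe1 of -0.74 and -0.50 and of -0.52 and -0.92. Of 12 measured ATF4 targets 10 were lower in both sexes, with medians of -0.33 and -0.49 (adjusted p = 0.024 from camera, 0.631 with an estimated correlation; 1 gene over all genes, 4 adjusted over the list alone), among them Shmt2 and Mthfd2, enzymes of mitochondrial one-carbon metabolism, at -0.55 and -0.49 and at -0.69 and -0.41. Of 14 measured interferon-stimulated genes 12 were lower in both sexes, with medians of -0.28 and -0.25 (adjusted p = 0.030 from camera, 0.631 with an estimated correlation; 2 genes over all genes, 3 adjusted over the list alone), with Bst2 at -0.65 and -1.05. In a fit without the BBP male pool and the sex term neither of the last lists passed (adjusted p = 0.0590 and 0.0619), nor without the genes of Table 1 (0.0695 and 0.193).

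Genes of the cytosolic ribosome (19 measured) had medians of -0.14 in females and -0.27 in males, and targets of PPAR (13), the receptors that bind many phthalate metabolites, of -0.11 and -0.39; neither list passed camera (adjusted p = 0.183 and 0.272), but with no signal filter both did (0.000468 and 0.0314), as did the ribosomal genes without the control female pool and the sex term (0.0392), so they are not shown to be unaffected. Targets of NF-kB (18) had medians of 0.00 in both sexes, 7 of them higher in both and 7 lower in both (adjusted p = 0.198 from camera); Tnfaip3 was 1 gene that passed over all genes. Its list's mean was 0.06 and its median over both sexes -0.04. The median of the red pulp macrophage list over both sexes was -0.26, while its direction from camera was higher (adjusted p = 0.863) and turned to lower in 4 other settings. Among the 8 higher microRNA genes were Mir669h (2.87-fold in females and 2.45-fold in males) and Mir467e (2.37-fold and 3.67-fold). Pseudogenes (1522) had medians of -0.42 and -0.25.

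The erythroid genes were lower in both BBP pools, and a lower share of erythroid cells in the BBP spleens may account for this. Members outside Table 1 had medians of -0.28 in females and -1.23 in males, and 68.2% and 100% of them were below 0, which in females misses the values set for this explanation and does not exclude it. It therefore cannot be told apart from a change within these cells, nor from chance differences between the pooled animals, since the control pools of the sexes differed as well. Members of the list differed in the paper's RT-PCR of individual mice. Pklr was significantly lower, Klf1 lower by trend, Cldn13 lower without reaching significance and Car1 nearly unchanged. Scaling between arrays is argued against as the whole cause, because after median scaling the medians were -0.35 and -1.15.

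The immediate-early genes were higher in both BBP pools. A broad immediate-early response, as handling of the tissue gives, is a candidate explanation. Members outside Table 1 had a median of 0.39 in females and 0.32 in males, as it predicts. The rise did not cover all members. Of 28 measured genes 21 were higher in both sexes and 4 lower in both, among the latter Fosb (-0.50 and -0.63) and Ier5 (-0.55 and -0.51). A response of the cells to BBP stays open, and so does any difference between pools in the time from dissection to lysis, which is not given in the sources used here.

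For Il7r and Cxcr4, the smallest fold in either sex after median scaling was 2.20, above the 1.5 set beforehand as counting against scaling between arrays. The medians of all genes were below 0, so median scaling raised these folds, and this test could not have counted for scaling. After quantile normalization the fold of Il7r in males was 1.795, against 2.046 in the main setting. The median of the T cell list was 0.33 of the log2 fold change of Il7r in females and 0.16 in males, which in males is under the 0.25 set beforehand as counting against a larger share of T cells. The quartiles of the list in males ran from -0.01 to 0.35 of that of Il7r, a measure of spread chosen after these values were seen, so a larger share of T cells is not excluded. The 4 measured genes of the Y chromosome list had medians of 0.01 in females and 0.32 in males, and the 2 of X-inactivation 0.22 and 0.06, too few for a test. The 1530 olfactory and vomeronasal receptor genes, with signals near the negative controls, had medians of 0.17 and 0.14. Of all 45 sets of at least 5 transcript clusters with identical signals, 12 were 2-fold higher and 0 were 2-fold lower in both BBP pools, and 30 were above 0 in both.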
